A study of Mus musculus with 13 samples.

How the data were processed

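The data consisted of dissociated neurons of the mouse retrosplenial cortex, in 11 samples from 3 animals, and of 2 brain sections. Per the labels' protocols, cells were microdissected and dissociated from acute slices of B6 mice and pooled across slices, and the sections were cryosections of 10 µm stained for NeuN and DAPI and taken through the manufacturer's Visium workflow. For both tables the deposited values are whole-number counts per gene and cell or spot. They are not normalized, as read from the values themselves, whose totals vary widely between columns. Neither the labels nor the file headers state the aligner, the annotation, the genome build, the filters on cells or spots, or whether the counts of the cell table are reads or molecules. Intervals and floors below therefore cover counting error only, since reads without molecular identifiers are not independent molecules. The choice of genes and cells in the deposited cell table was checked on the values: every cell held at least 2510 detected genes. A deposited table gave the animal of each cell (3 animals), and the file header named the sample and the dissection level of each cell. The deposited total per spot equalled the sum of the counts for 1973 of 1973 spots. Each spot's column named 1 of 2 libraries, called S4 and S8 here, and which labelled section sample each is was not used. No column was left without a sample (0 of the count columns).

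All genes kept the names of the deposited tables. For lists carried from cells to spots, 12719 genes of the cell fits were matched to the names of the spot table, 10919 by the same name and 1088 through the synonyms of the RefSeq gene table of assembly GRCm38.p6, while 712 stayed unmatched. That table served for names alone. No genomic coordinates are given, because the build behind the counts is not stated. Counting was not stated to use strand, and reads of near-identical or overlapping genes can be split or shared, so single genes with such neighbours are uncertain. Comparison of the retrosplenial cortex with other cortical regions was planned for the case that an annotation or coordinates of spots were used, and was not run.

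Total counts per sample of cells ran from 2306470 to 15974543, with medians of 54532 to 210874 per cell, and the sections held 8436518 and 6389042 counts. Levels of genes were compared in sums over cells and not in single cells, except as shares of cells with a count.

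Cells and spots were clustered with scanpy 1.11.5 in Python 3.11.15: counts were scaled to 10000 per cell and logged, and the 2000 most variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 1 with seed 1 were used, as fixed before the data were examined. Each cell came from its own well by the column names, and no doublet caller was run. Cell type markers were fixed before the data were examined. The naming rule was set after seeing the data: a marker led in a cluster where at least 25% of the cluster's cells had a count and its log2 level was at least 1 above the mean of the other clusters, after no minimum and a stricter minimum of cells had also been tried. A cluster was named only where every marker of a type with a row in the table led, at least 3 did, and its 10 leading genes held no more markers of another type than of its own. Spot clusters are called regions and are described by leading genes only. Because the regions followed the sections, spots were clustered a second time with each gene centred within its section. These clusters are called zones and were added after seeing the data.

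Counts were summed per sample and cluster, leaving out sums of fewer than 10 cells and clusters with fewer than 3 samples, and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit and glmQLFTest). Each class was compared with the mean of the other classes, with the sample as a block. Sections were summed per region or zone with at least 10 spots in both sections and tested in the same way, with the section as a block. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The SE of an edgeR log2 fold change is its size divided by the square root of the F statistic. CPM of a class are means over its sums, with TMM library sizes, and the level of the other classes is the mean of their CPM. The fitted fold change averages the other classes on the log scale instead, so it is not the ratio of the printed CPM. Where another class held 3 counts or fewer, the fitted fold change depends on the prior count and is not given. Where all other sums together held 3 counts or fewer, the fold is given as at least that against a floor of 3 counts over the group.

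Named genes were chosen by a rule fixed before the data were examined: per class, region or zone, up to 3 genes with the largest log2 fold change among those called higher and higher in every sample or section that holds it and at least 1 other. Predicted, ribosomal and mitochondrial genes were skipped, and beyond 6 classes or zones only the 6 with most cells or spots were used. The panel of layer and area genes and the cell type markers were named in addition. A gene that the rule selected in cluster 2 is not reported here.

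Blocks of samples rest on construction, since classes of 1 sample come from the same cells' library. The pairing was checked on the deviations of sums from their class means: sums of 2 classes in 1 sample had a median correlation over genes of 0.112 (16 of 28 pairs over 0.1), sums in 2 samples of 1 animal of -0.00900, and sums of different animals of -0.0281. The cells and the sections share the numbers 1 and 2 in the labels, but the assays were never set against each other in a fit.

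Composition was tested with 100000 permutations of cluster labels over cells, and shares between levels with an unpaired exact permutation test over 3 animals. Intervals of shares are exact binomial intervals (Clopper-Pearson) at 95%, and for a count of 0 the limit given is 3 over the total. The list test set the mean log2(CPM + 1) of the 20 genes with the largest fold change of each class beside 10000 random lists, each gene drawn among the 100 nearest on each side in mean expression. The percentile compares the highest value of the list with the highest values of the random lists.

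The code was also run on simulated data. Counts were drawn from the library sizes, mean levels and dispersions of the deposited sums, so the simulations are not independent of the data. Changes were placed in 1 class of each fit, and recovered genes and false calls were counted in that class alone. The list test was tried on lists drawn from genes in the zones of section S4. With 200 genes changed by a log2 of 2 to 4, edgeR recovered 159 genes in simulated classes summed per sample with 1 false call among 10991 genes run, and DESeq2 1.42.0 recovered 174 with 33 false calls. In simulated classes summed per animal edgeR recovered 141 with 5 false calls among 12234 genes. In simulated levels edgeR recovered 137 with 8 false calls and DESeq2 139 with 30 among 10078 genes. In simulated regions (6576 genes) and zones (10269 genes) edgeR recovered 180 and 190, with 1 and 6 false calls. DESeq2 recovered 172 and 184 there, with 0 false calls in each. The list test found 200 of 200 lists planted with a log2 of 1, and put 12 of 200 random lists above the 95th percentile.

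Alternatives fixed before the data were examined were DESeq2, library sizes without TMM, no filter on low counts, no block, at least 20 cells per sum, thinned cells, each sample or section left out, lists of 10 and 50 genes, pseudocounts of 0.1 and 10, pooled shares, and filters on shallow cells and spots. Alternatives added later were sums per animal, each animal left out, clusters drawn from other genes, zones, and other levels or blocks in the comparison of levels. Lists for the closing observations (9 immediate early genes, 5 genes of the subicular complex and 12 genes of lymphocytes) were written before their tests. Figures were drawn with matplotlib 3.10.9.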

Results

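Gene expression was measured in the retrosplenial cortex of the mouse, a midline cortical area, by 2 assays. In the first assay, neurons were microdissected and dissociated from acute slices of wild-type B6 mice and counted cell by cell. These cells formed 1 group of 11 samples, numbered 1 to 3 and 11 to 18, from 3 animals. Samples 1 to 3 came from animal 1, samples 11 to 14 from animal 2 and samples 15 to 18 from animal 3. In the second assay, 2 brain sections of 10 µm were profiled on Visium slides, in which each spot captures RNA from a small area of tissue that can hold several cells. The sections are called S4 and S8 here. The labels name no treatment, so the comparisons were between classes of cells, between dissection levels along the anterior to posterior axis, between areas of the sections, and between the 2 assays.

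The cell table held 765 cells and 15114 genes, with 32 to 80 cells per sample. Total counts per sample ran from 2306470 in sample 3 to 15974543 in sample 17. The median total per cell was 138331 over all cells, and the sample medians ran from 54532 in sample 1 to 210874 in sample 17. Animal 1 was the shallowest, with a median of 65843 counts per cell against 132797 in animal 2 and 185995 in animal 3. The median number of detected genes per cell varied less, from 4976 to 5893 between samples. Mitochondrial genes took a median of 2.26% of a cell's counts. The fewest genes in any cell was 2510, so an alternative filter at 1000 genes removed 0 cells. The dissection level, named in the file header for each cell, was anterior for 256 cells, medium for 217 and posterior for 292.

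The deposited tables analysed here gave no class per cell, and clustering drew 10 clusters, numbered by size. A count of the excitatory marker Slc17a7 was present in 756 of the 765 cells. Clusters 4 (80 cells) and 7 (61 cells) led in Fezf2, Bcl11b, Parm1 and Chst8, the markers of layer 5 extratelencephalic neurons. Their 10 leading genes held none of these, but Crym in cluster 4 and Pvalb in cluster 7, markers of other types, so both stayed unnamed. Cluster 5 (74 cells) led in Osr1, Oprk1, Car12 and Penk and is called layer 6 IT-like, where IT stands for intratelencephalic. Cluster 6 (71 cells) led in Foxp2, Syt6, Rprm and Crym and is called layer 6 corticothalamic-like. Cluster 9 (11 cells) led in Ctgf, Nxph4, Cplx3 and Moxd1 and is called layer 6b-like. The remaining clusters stayed unnamed under the rule given with the methods. Among these, cluster 1 (201 cells) had Calb1, Penk and Ddit4l as its leading genes, cluster 2 (122 cells) had Thsd7a, Pygm and Hsd11b1, and cluster 3 (94 cells) had Ptprm, Aldh1l1 and Il1rapl2. Cluster 8 (40 cells) shared Calb1, Ddit4l and Penk with cluster 1, and its cells were shallow, with a median total of 75635 counts. Of the markers, Calb1, Penk, Slc30a3 and Tshz2 led in both clusters. Slc17a6, Neurod6, Aldoc and Cxcl14 led in cluster 8 and not in cluster 1, and Synpr led in cluster 1 and not in cluster 8. Over all cells of each cluster, Slc17a6 stood at 243 CPM in cluster 8 against 16.8 CPM in cluster 1. Aldoc stood at 733 against 35.0 CPM, and Synpr at 21.5 against 78.7 CPM. The clusters thus differed in more than their totals. Cluster 10 held 11 cells and was led by Kcnip1 and Pvalb. With each cell thinned to 54512 counts and clustered again, leaving out 77 shallower cells, 10 clusters were found, with an adjusted Rand index of 0.945 against the clusters above.

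All dissociated samples carry the same label, so their composition was described as a spread between samples. Cluster 1 took 25.3% ± 9.11 of a sample's cells (SD, n = 11), cluster 2 took 16.8% ± 4.87, cluster 3 took 12.04% ± 3.86 and cluster 4 took 11.6% ± 9.76. Clusters 5, 6 and 7 took 9.67% ± 3.02, 9.34% ± 3.94 and 7.60% ± 3.94. Clusters 8, 9 and 10 took 4.87% ± 4.01, 1.44% ± 2.07 and 1.38% ± 1.31. In percentage points, the alternative that moved a share most was the removal of animal 3, which took cluster 4 to 17.999%. Without the shallowest 10% of cells, cluster 8 took 2.59%. The samples by clusters table had a chi-square of 180 against a mean of 90.1 over 100000 permutations of cluster labels over cells (p = 1e-05, the smallest that these permutations can give). Permuted within each animal, the same table gave 77.2 against a mean of 69.3 (permutation p = 0.229). The animals by clusters table had a chi-square of 100.2 against 18.04 (permutation p = 1e-05). These permutations treat cells as units and therefore describe these 3 animals.

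The largest difference between animals was in cluster 4. It held 35 of 152 cells of animal 1 (23.0%, exact 95% interval 16.6% to 30.5%), 44 of 304 cells of animal 2 (14.5%, 10.7% to 18.9%) and 1 of 309 cells of animal 3 (0.324%, 0.00819% to 1.79%). These intervals cover counting error only. In animals 1 and 2 the cells of cluster 4 came from the posterior level, apart from 2 anterior cells of animal 2. In cluster 7, where the same 4 markers led, animal 3 had 24 posterior cells, animal 1 had 2 and animal 2 had 0. The 11 cells of cluster 9 came from animals 1 and 2, with 0 of 309 cells in animal 3, which allows a share of up to 0.971% against a limit of 3 cells.

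**Figure D1:**
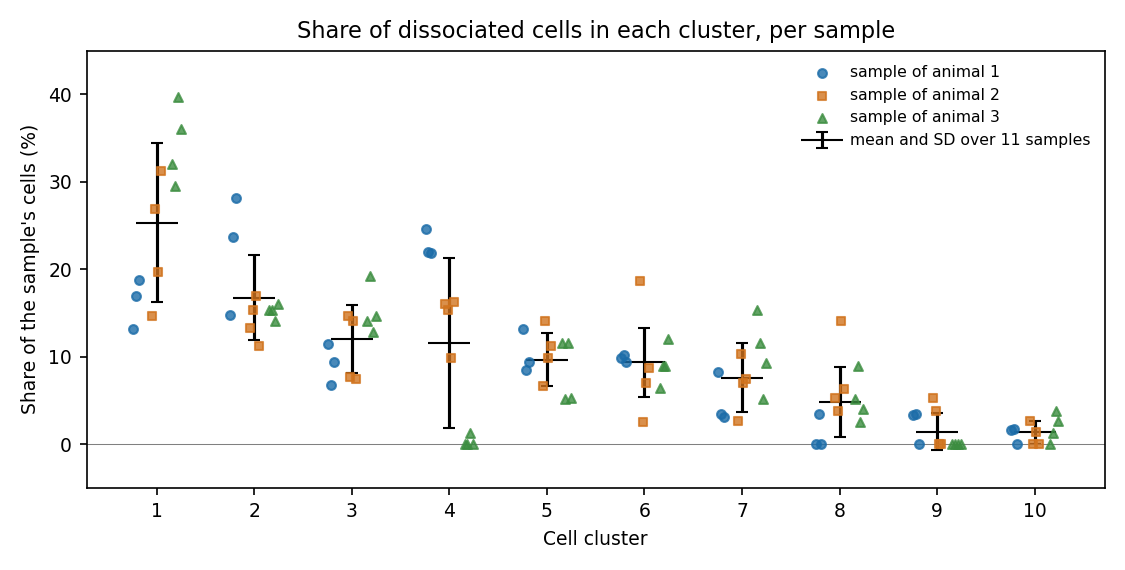
The vertical axis gives the share of each sample's cells, in percent, for the 10 clusters on the horizontal axis. Each point is 1 of the 11 samples, coloured by animal, and the bars give the mean and SD over samples. In cluster 4 the samples of animal 3 lie at or near 0.

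Within samples, the dissection levels differed in composition, with a chi-square of 169 against a mean of 17.4 over permutations within samples (permutation p = 1e-05, the smallest possible, with cells as units). Across the 3 animals, each cluster's share at the posterior level was compared with its share at the anterior level. The test was a two-sided exact permutation test, for which the smallest possible p is 0.10. It treated the levels as independent groups and did not pair them within animals. Cluster 4 rose from 0.629% ± 1.09 to 29.3% ± 25.1 of cells (SD, n = 3; higher in 3 of 3 animals; exact permutation p = 0.20). Cluster 6 was lower at the posterior level in 3 of 3 animals, at 2.11% ± 2.27 against 11.1% ± 2.00 (SD, n = 3; exact permutation p = 0.10). After Benjamini-Hochberg adjustment over the 10 clusters, every adjusted p was 1, so no difference in share between levels passed a threshold in this design.

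**Figure D2:**
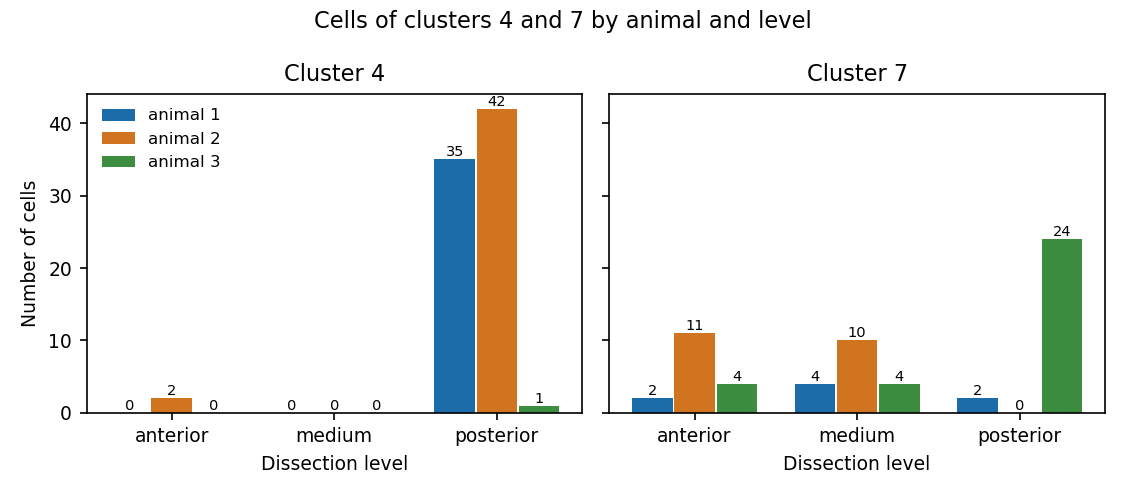
Bars give the number of cells, on the vertical axis, of cluster 4 and cluster 7 at the anterior, medium and posterior dissection levels of animals 1 to 3. Posterior cells of animals 1 and 2 fall in cluster 4 (35 and 42 cells), and those of animal 3 in cluster 7 (24 cells).

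Genes that set the classes apart were sought in counts summed per sample and cluster. Clusters 1 to 4 had at least 3 samples with at least 10 cells, in 28 sums from 10 samples, of which 9 held more than 1 class. Of 11441 genes tested with edgeR, 765 were called in cluster 1 against the mean of the other 3 clusters (509 higher and 256 lower), 874 in cluster 2 (480 and 394), 282 in cluster 3 (190 and 92) and 382 in cluster 4 (159 and 223). The alternative that moved these counts most in proportion was DESeq2, which called 616 genes in cluster 3. The clusters were drawn from the same counts, so the calls describe the clusters. For genes kept out of the clustering, the genes were divided at random into 2 equal sets, with clusters drawn from 1 set and tested on the other. This test called 642 of the 765 genes of cluster 1 (83.9%), 91.4% of those of cluster 2, 86.2% for cluster 3 and 80.9% for cluster 4.

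By the rule fixed in advance, up to 3 genes were named per cluster, each higher in every sample that held the cluster and at least 1 other. Levels are in CPM, the count scaled by the library's total, and comparison levels are means over the other clusters of the fit. Fold changes average these clusters on the log scale and so differ from the ratio of the printed levels. Calb1 had 969 ± 207 CPM in cluster 1 (SD, n = 9) against a mean of 10.995 CPM in clusters 2 to 4, a log2 fold change of 8.47 (SE 0.51, edgeR adjusted p = 3.13e-11). Stard8 and Ntn5 stood at 61.7 ± 19.7 and 67.1 ± 19.2 CPM in cluster 1 against 0.413 and 1.96 CPM. In cluster 2 (n = 8), Tnnc2 stood at 102 ± 42.5 CPM with 2056 counts, and the other clusters of the fit held 2 counts. It was thus at least 1689-fold higher against a floor of 3 counts over the group. Eps8l2 stood at 169 ± 38.4 CPM in cluster 2, against 1.68 CPM. In cluster 3 (n = 6), Rprm, Il1rapl2 and Scx stood at 82.1 ± 39.9, 47.8 ± 33.9 and 20.7 ± 6.70 CPM against 2.59, 2.20 and 1.06 CPM. Rprm was higher still in cluster 6, at 428 CPM, which was outside this fit. The edgeR adjusted p of the named genes of these 3 clusters ran from 3.13e-11 for Calb1 to 0.00393 for Scx.

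The 5 sums of cluster 4 came from samples 1, 2, 11, 12 and 14, and thus from animals 1 and 2 only. Sample 1 held no other class of the fit. The p-values of cluster 4 therefore rest on samples of these animals. In cluster 4 (n = 5), C1ql2 stood at 525 ± 285 CPM against 0.535 CPM, a log2 fold change of 9.55 (SE 0.52, edgeR adjusted p = 4.78e-11; higher in 4 of 4 samples with another class). Qrfpr and Pdlim1 stood at 84.3 ± 25.4 and 41.8 ± 28.7 CPM against 0.892 and 2.14 CPM, with edgeR adjusted p of 0.000308 and 0.0200. Cluster 7, which was outside this fit, was also led by C1ql2 and Qrfpr, so these genes set cluster 4 apart from clusters 1 to 3 and not from cluster 7. The calls of Qrfpr and Pdlim1 were lost with DESeq2 (adjusted p = 0.240 and 0.303). That of Pdlim1 was also lost without sample 2 (0.0676), without sample 11 (0.105), without sample 14 (0.0529) and without animal 1 (0.0762), all with edgeR.

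Because samples of 1 animal are not independent animals, counts were also summed per animal, a choice made after seeing the data. Clusters 1, 2, 3, 5 and 6 then entered, each with 3 animals, and 12689 genes were tested with edgeR. In this fit 461 genes were called in cluster 1, 1113 in cluster 2, 201 in cluster 3, 523 in cluster 5 and 714 in cluster 6. Among the genes tested in both fits, 303 of 760 calls in cluster 1, 613 of 873 in cluster 2 and 99 of 282 in cluster 3 were also called with the same sign in the sums per animal, while 32, 13 and 13 had the opposite sign there, called or not. The classes that make up the comparison differ between the fits. In cluster 5, Osr1, Drd1a and Cdh9 stood at 53.6 ± 9.70, 36.8 ± 8.04 and 86.7 ± 6.82 CPM (SD, n = 3) against 0.227, 0.525 and 12.1 CPM. In cluster 6, Syt6 stood at 39.7 ± 10.5 CPM with 309 counts against 0 counts in clusters 1, 2, 3 and 5. It was at least 1169.5-fold higher than in these clusters against the floor of 3 counts over the group. Outside this fit, Syt6 stood at 4.90 CPM in cluster 9 and 0.223 CPM in cluster 4, against 43.8 CPM over all cells of cluster 6. Krt80 stood at 33.8 ± 35.5 CPM in cluster 6 with 129 counts against 2 in the other clusters of the fit. It was at least 488-fold higher against that floor. Trpv3 stood at 19.3 ± 11.1 CPM in cluster 6 against 0.0647 CPM. The same rule named Evc, Hmmr and Tmem37 in cluster 1 (7.06 to 14.5 CPM) and Tnnc2, Anln and Hbegf in cluster 2 (53.4 to 147 CPM). Tmem37 had 0 counts in the other clusters of the fit and was at least 119-fold higher against the floor. In cluster 3 it named BC006965, Ido1 and Fibin (8.04 to 14.1 CPM). The test on genes kept out of the clustering was not run on the sums per animal. Run on the sums per sample, with other classes compared, it did not call BC006965, Ido1 or Fibin in cluster 3. Their edgeR adjusted p there were 0.268, 0.124 and 0.102. It did call Evc and Hmmr in cluster 1 and Tnnc2, Anln and Hbegf in cluster 2, and gave no value for Tmem37.

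A panel of 16 names of layer and area genes was fixed before the data were examined, with Ccn2 and Ctgf as names of 1 gene. In the sums per sample 9 panel genes were tested, and 7 were called in at least 1 cluster (8 when adjusted over the list alone). In the sums per animal 12 were tested and 10 called (12 when adjusted over the list alone). Fezf2 was higher in cluster 4 (299 ± 63.7 CPM, n = 5; log2 fold change 3.51, SE 0.43) and in cluster 3 (133 ± 44.1 CPM, n = 6; 2.11, SE 0.34), and lower in cluster 1 (3.03 ± 2.71 CPM, n = 9; -5.34, SE 0.37). Their edgeR adjusted p were 1.09e-05, 0.000308 and 3.54e-10. Bcl11b was higher in cluster 4 (449 ± 131 CPM, n = 5; log2 fold change 6.39, SE 0.84, edgeR adjusted p = 2.69e-05). The sums of cluster 4 came from animals 1 and 2 only. Scnn1a stood at 53.6 ± 16.96 CPM in cluster 2 and was higher there in 8 of 8 samples (edgeR adjusted p = 5.69e-07). Tshz2 was called only in the sums per animal: it was higher in clusters 1 and 2 (620.2 ± 117 and 937 ± 177 CPM, SD, n = 3) and lower in cluster 5 (13.1 ± 8.58 CPM), each in 3 of 3 animals in that direction. In the sums per sample its log2 fold change was -0.0764 in cluster 1 (higher in 2 of 9 samples) and 0.751 in cluster 2 (8 of 8). The higher call in cluster 1 was thus seen only where clusters 5 and 6 entered the comparison.

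Within cluster 1, the medium and anterior levels were compared in sums per animal, 3 against 3, with 6 to 51 cells in a sum. Of 10553 genes tested with edgeR, 0 were called, with 231 at an unadjusted p under 0.05. DESeq2 called 3, Nup43 and Rps6ka1 higher and Tmem125 lower at the medium level, named here after their values were seen. Rps6ka1 had 82 counts in the medium sums and 1 in the anterior sums, and Tmem125 had 2 and 478. With the animal as a block edgeR called 0, with 192 at an unadjusted p under 0.05. On simulated levels of this depth, 137 of 200 genes changed by a log2 of 2 to 4 were recovered by edgeR. The posterior and anterior levels were compared in the same way in clusters 1, 2, 3 and 5. With edgeR they gave 0, 0, 0 and 1 called genes, and 242, 177, 377 and 306 at an unadjusted p under 0.05. The posterior level held only 2 cells of animal 1 in cluster 1 and 3 cells of animal 2 in cluster 2. The absence of calls in these clusters therefore rests on small sums. The single gene was Nnat in cluster 5, with 150 to 609 counts per animal at the posterior level and 3 to 9 at the anterior level (higher in 3 of 3 animals; log2 fold change 5.94, SE 0.77, edgeR adjusted p = 0.0174).

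The 2 sections held 1022 spots (S4) and 951 spots (S8), with 8436518 and 6389042 counts. The median total per spot was 8267 in S4 and 6705 in S8, and the median number of genes 3471 and 3014. A filter at 500 genes removed 2 spots of each section. Gm42418 took 2.41% of the counts of S4 (exact 95% interval 2.39% to 2.42%) and 8.45% of those of S8 (8.43% to 8.47%), again with counting error only.

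Clusters of spots drawn as fixed in advance, called regions here, followed the sections. Of 13 regions, 4 had at least 10 spots in both sections, and these held 588 spots (29.8%). Each was compared with the mean of the other regions of the fit, with the section as block. Of 7306 genes tested with edgeR, 2 were called in region 1 (1 higher and 1 lower), 20 in region 8 (11 and 9), 73 in region 9 (64 and 9) and 36 in region 11 (28 and 8). The alternative that moved these most was DESeq2, which called 0, 10, 22 and 12. Region 8 was higher in Etv1 (669 CPM in S4 and 318 CPM in S8, against 140.3 and 109.5 CPM; log2 fold change 2.13, SE 0.23, edgeR adjusted p = 9.08e-08), Tshz2 and Fezf2. Region 9 was higher in Slc13a3, Myoc and Gjb2, and region 11 in Alas2, Hbb-bt and Hba-a2, the last with 2234 CPM in S4 and 8450.0 CPM in S8 against 151 and 716 CPM. Nrep was the gene called higher in region 1, and its call was lost with DESeq2 (adjusted p = 1.00) and without the section as block (edgeR adjusted p = 0.261). Of the panel, 11 genes were tested and 5 called in a region (8 when adjusted over the list alone).

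After seeing that split, spots were clustered again with each gene centred within its section, which gave 11 clusters, called zones here. Of these, 10 had at least 10 spots in both sections and held 1934 spots (98.0%). Of 10638 genes tested with edgeR, between 8 (zone 9) and 474 (zone 4) were called per zone. The zones were drawn from the same counts, as were the clusters of cells. In the 6 largest zones the naming rule gave the following genes, in CPM for S4 and S8 and higher than the mean of the other zones in both. Zone 1 was higher in Tshz2 (258 and 244 CPM against 18.8 and 22.5; log2 fold change 3.71, SE 0.14, edgeR adjusted p = 8.12e-29), in C1ql2 (23.4 and 49.7 CPM) and in Shisa8 (19.7 and 12.98 CPM). Zone 2 was higher in Cyp26b1 (35.6 and 23.9 CPM), Rxrg (11.5 and 21.6 CPM) and Oprk1 (8.03 and 6.83 CPM, a call on 13 counts that was lost without the section as block, edgeR adjusted p = 0.107). Zone 3 was higher in Zar1l (18.03 and 14.99 CPM), Otof (25.5 and 35.7 CPM) and Stard8 (46.6 and 47.3 CPM). Zone 4 was higher in Trh (69.7 and 59.4 CPM), Krt2 (16.9 and 14.9 CPM) and Gpr101 (44.99 and 43.4 CPM). Zone 5 was higher in Foxp2 (74.3 and 47.9 CPM), in Ighm (163 and 149.7 CPM against 17.5 and 14.2; log2 fold change 3.45, SE 0.17, edgeR adjusted p = 3.15e-24) and in Gadd45a (131 and 82.2 CPM). Zone 6 was higher in Lratd2 (15.7 and 16.2 CPM), Scn4b (35.0 and 39.2 CPM) and Myl4 (129 and 95.9 CPM).

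All 14 panel genes tested in the zones were called higher in at least 1 zone. The CPM of Tshz2, Etv1 and Slc17a6 were highest in zone 1 in both sections, those of Cux2 and Lamp5 in zone 3, of Bcl11b in zone 4, of Foxp2 and Syt6 in zone 5, of Rorb in zone 7 and of Ccn2 in zone 10. Fezf2, Calb1, Cxcl14 and Scnn1a were highest in different zones of the 2 sections. The levels of Ccn2 in zone 10 were 118 CPM in S4 and 202 CPM in S8, against 19.2 and 26.2 CPM.

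To place the classes of dissociated cells in the sections, the 20 genes most raised in each class were followed in the spots, so that genes were chosen in 1 assay and measured in the other. A list's mean log2(CPM + 1), minus the mean over regions or zones, was set beside 10000 random lists matched on expression, each at its own highest place. With 1 library per section and no replicate of either, the percentiles describe these sections. In the regions, which mostly lie in 1 section, the lists of clusters 1, 2 and 3 lay above the 95th percentile in both sections. The list of cluster 4 lay at 99.3 in S4 and 93.4 in S8. In the zones, the list of cluster 1 was highest in zone 3 in both sections, at 1.28 and 1.18 on the log2 scale above the mean (percentiles 100 and 100). The list of cluster 2 was highest in zone 1, at 0.99 and 0.86 (100 and 99.9), the list of cluster 4 in zone 4, at 0.47 and 0.48 (99.0 and 96.4), and the list of cluster 6 in zone 5, at 0.80 and 0.66 (99.98 and 98.3). The list of cluster 5 was highest in zone 11 in S4 (0.47, percentile 97.8) and in zone 4 in S8 (0.70, 99.7). The list of cluster 3 was highest in zone 6 in S4 (0.43, 96.8) and in zone 10 in S8, where its percentile of 54.7 did not stand apart from random lists. The alternative that moved these most was a list of 10 genes, under which 1 of the 4 region lists lay above the 95th percentile in both sections, against 3. With the lists of clusters 5 and 6, added later, it was 3 of 6 against 5. In the zones, the places of the lists of clusters 4, 5 and 3 changed with the settings.

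**Figure D3:**
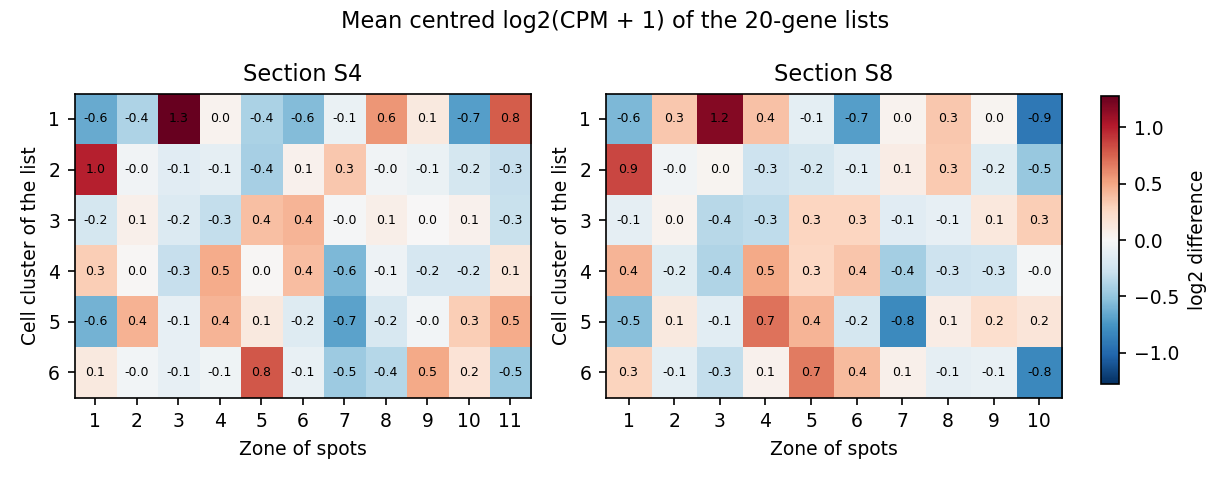
Colours and printed values give the mean of 20 genes, as log2(CPM + 1) minus the mean over zones, for the list of each cell cluster (vertical axis) in each zone with at least 10 spots (horizontal axis) of sections S4 and S8. The lists of clusters 1, 2, 4 and 6 have their highest value in zones 3, 1, 4 and 5 of both sections.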

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

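Sums per animal, the removal of each animal, zones, the division of genes into 2 sets and the alternatives for levels were chosen after seeing the data. The other alternatives were fixed before.

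Counts of called genes between dissociated classes stayed within 1.5 times the reported count for clusters 1 to 4 without TMM, without the filter on low counts and with thinned cells. With DESeq2, cluster 3 rose from 282 to 616 genes (322 higher and 294 lower, against 190 and 92) and cluster 4 from 382 to 699. In simulated classes DESeq2 made 33 false calls against 1 for edgeR. The cause in the measured counts was not tested. Sums per animal took cluster 1 from 765 to 461 genes, in a comparison with fewer sums and other classes. Without animal 3, cluster 2 fell from 874 to 530 genes. In the sums per animal, cluster 5 fell from 523 to 297 genes without animal 2 and 328 without animal 3, and cluster 6 from 714 to 470 without animal 1 and 474 without animal 2, each with fewer sums. Leaving out each sample in turn gave 694 to 792 genes for cluster 1, 770 to 897 for cluster 2, 227 to 287 for cluster 3 and 238 to 402 for cluster 4, where the lowest count was without sample 11. Sample 3 held no sum of at least 10 cells, so leaving it out changes nothing. With at least 20 cells per sum 1 class was left, so this alternative has no value. Cluster 3 without animal 3 and cluster 4 without animal 2 had fewer than 3 samples and have no value either.

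The block moved a count by more than 1.5 times in 5 results. Without the sample as block, cluster 4 gave 626 genes against 382. In the sums per animal without a block, cluster 1 gave 437 against 765 in the sums per sample, but 461 with the block. Without the section as block, region 1 gave 1 gene against 2, region 11 gave 23 against 36, zone 2 gave 63 against 114, and zone 6 gave 29 against 74. For the levels in cluster 1, the animal as a block gave 0 genes, as without it. In no other count did the pairing move the number by more than 1.5 times.

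Shuffling the class labels within samples, 80 draws with the real labels included, gave as many genes as the real labels in 1 of 80 draws for each of clusters 1, 2, 3 and 4, which is the real draw. The largest other counts were 10, 326, 4 and 122. The real labels were clusters drawn from the same counts, so fewer calls under shuffled labels were set in advance. This result is therefore no support for the classes. For the levels in cluster 1, all 10 of the 10 splits of the 6 sums gave as many called genes, since the real split gave 0, and 6 of 10 gave as many at an unadjusted p under 0.05 (231 in the real split, 412 at most in another). With 10 splits no share under 0.1 was possible. DESeq2 called 3 genes there.

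In the sections, DESeq2 lowered most counts: region 1 from 2 to 0, region 8 from 20 to 10, region 9 from 73 to 22, region 11 from 36 to 12, zone 1 from 287 to 191, zone 2 from 114 to 58 and zone 6 from 74 to 34. Panel genes called in regions fell from 5 to 2 with DESeq2. In simulated regions and zones DESeq2 made 0 false calls, against 1 and 6 for edgeR. It recovered 172 and 184 genes there, against 180 and 190. Without the filter on low counts region 1 gave 4 genes. The cause was not tested. Other scaling moved the split of higher and lower calls by over 10 points in zone 10 (95 higher and 23 lower with DESeq2, against 91 and 56), zone 7 (110 and 30 with DESeq2, against 132 and 66) and zone 2 (54 and 62 without TMM, against 67 and 47). No scaling moved the median of all genes by more than 0.1.

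With lists of 10 genes, 1 region list lay above the 95th percentile in both sections, against 3. In the zones, 4 to 6 of the 6 lists did so under the alternatives, and 4 to 6 were highest in the same zone of both sections. With the lists of clusters 5 and 6, added later, 3 of 6 region lists did so with 10 genes, against 5. The list of cluster 3 depended on the setting, with percentiles in S8 from 27.6 with a pseudocount of 0.1 to 97.0 with a pseudocount of 10. That of cluster 4 was highest in zone 6 in both sections with a pseudocount of 0.1, and in zone 1 of S8 with 10 genes (percentile 82.7). For cluster 6 it fell to 82.9 in S8 with a pseudocount of 0.1, and the list of cluster 5 changed zones.

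Of the genes named or in the panel, 19 calls were lost with the direction kept under at least 1 alternative, in 37 cases of a gene and an alternative. A call with no value under an alternative was not counted as lost. For named genes of the sections, DESeq2 kept 20 calls and lost 1, against 26 and 2 without a block, so some had no value. Calls named in the sums per animal were run only without a block. In 1 call the direction changed: Etv1 in cluster 1 had a log2 fold change of -3.67 in the sums per sample, and 0.0607 with the block and 0.0232 without it in the sums per animal (edgeR adjusted p = 0.983 and 0.999). Clusters 5 and 6, which enter the comparison there, change what cluster 1 is compared with. Besides Pdlim1, Qrfpr, Nrep and Oprk1, given with their values in the report, Scx in cluster 3 was lost in the sums per animal (edgeR adjusted p = 0.0582 with the block and 0.0657 without), and 14 of the 19 were calls of panel genes. Rorb in cluster 1 was lost in the sums per animal (edgeR adjusted p = 0.365), and Scnn1a in cluster 3 when any of samples 15 to 18 was left out (0.0527 to 0.0784). Panel genes in regions and zones were run with DESeq2 and without a block only.

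In the sections, 13 counts stood behind Oprk1 in zone 2. Shares of clusters moved by less than their SD between samples under every alternative run.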

Other observations

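These patterns were noticed in the data. The tests of a batch difference in cluster 4, and the tests of regions, of abundant genes and of depth behind the immediate early genes, were written after their results were seen. The tests of lymphocytes in zone 5 and behind Il22 were also written after, in place of earlier tests that could not decide. For the subicular list, the rule for reading the result was adjusted after it was seen.

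The posterior cells of clusters 4 and 7, in which the same 4 markers led, differed between animals. In animals 1 and 2, 77 of 79 posterior cells of clusters 4 and 7 lay in cluster 4 (97.47%, exact 95% interval 91.2% to 99.7%), and in animal 3 it was 1 of 25 (interval 0.101% to 20.4%). Cells of at least 54512 counts were thinned to that total and clustered again, leaving out 77 cells. The counterpart of cluster 4 then held 28 cells of animal 1, 35 of animal 2 and 2 of animal 3. That of cluster 7 held 10, 29 and 31. Of 76 cells of cluster 4 that were deep enough, 64 lay in its counterpart, so some cells changed cluster with depth. The scarcity of animal 3 in cluster 4 stayed in place without the difference in depth between animals. A batch difference shared by all cells of animals 1 and 2 would also move their anterior and medium cells, of which 2 of 29 lay in cluster 4 and 27 in cluster 7. Tissue of the subicular complex, which borders the posterior retrosplenial cortex, was tested with 5 genes, 4 of which had a row: 0 of the 4 were highest in cluster 4. Nts and Ly6g6e had 0 CPM there, Fn1 0.335 CPM and Slc17a6 5.69 CPM, below the 27.1 CPM of Slc17a6 in cluster 7. Nts, Ly6g6e and Slc17a6 were highest in cluster 10 (96.9, 108 and 296 CPM), and Fn1 in cluster 3 (0.920 CPM). What stays open is a different position of the posterior dissection in animal 3, other neighbouring tissue, or a difference between the animals, none of which was tested. As a hypothesis, cluster 4 may mark a posterior position that was sampled in 2 of the 3 animals. The animals had counts of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y in each case, so a difference in sex was not seen.

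Ighm and Trbc2, constant-region genes of lymphocyte receptors, were raised in zone 5 of both sections. In CPM of plain totals, without TMM, Ighm stood at 162 and 152 CPM against means of 16.6 and 14.1 CPM in the other zones with at least 10 spots in that section, and Trbc2 at 161 and 167 CPM against 23.5 and 24.3 CPM. If lymphocytes were the source, other lymphocyte transcripts would rise with them. Of 12 lymphocyte genes, Coro1a, Cd74 and Lck have a high baseline that could hide a small share and were left out. The other 9 had 3 of their 40 counts in zone 5 (7.5%, exact 95% interval 1.57% to 20.4%), as against 269 of 473 counts of Ighm (56.9%, 52.3% to 61.4%) and 11.5% of all counts. This argues against lymphocytes that carry those genes as the source. Cells with these 2 transcripts and few of the 9 stay open. In the dissociated cells Ighm was highest in cluster 6, the layer 6 corticothalamic-like cells, at 297 CPM with a count in 64.8% of cells, and Trbc2 stood at 216 CPM there (69.0% of cells), while the list of cluster 6 was highest in zone 5. Neither gene was limited to that cluster: Trbc2 stood at 182 CPM in cluster 3 (90.4% of cells) and Ighm at 127 CPM in cluster 5 (40.5%). A candidate explanation is transcription from these loci in several classes of neurons. Reads of overlapping or unannotated transcripts at these loci stay open, since the counting was not stated.

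Il22, an interleukin gene, was among the leading genes of cluster 2. It had a count in 99 of 122 cells (81.1%, exact 95% interval 73.1% to 87.7%) and in 8 of 643 cells elsewhere (1.24%, 0.539% to 2.44%). With clusters drawn without Il22 and Iltifb these shares were unchanged. Lymphocytes spread over the wells would reach all clusters alike, so the 1.24% elsewhere argues against them. Lymphocytes tied to cells of cluster 2 alone were not tested. Iltifb, a near-identical copy of Il22, was raised in the same cluster, at 23.7 CPM against at most 3.61 CPM in another cluster, and 64 cells of cluster 2 had counts of both. How the counting divided reads between the 2 genes is not known, so the level of each alone (69.1 CPM for Il22) is uncertain. Counts assigned to the pair were raised in cluster 2. Reads of overlapping or unannotated transcripts at these loci stay open, since the counting was not stated. No biological explanation was tested.

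Immediate early genes were higher in section S8 than in S4. The median log2 ratio of 9 genes was 0.71, all 9 were higher in S8, and the median lay at percentile 100 among 10000 random lists matched on expression. Arc differed most, at 342 against 150.2 CPM. These are 2 libraries without replicates, so the difference compares the sections and no condition. Different regions under the 2 sections do not account for it as a whole: within zones the median difference was 0.697, above 0 in 9 of 10 zones, and from -0.08 in zone 10 to 1.11 in zone 3, with values near 0 also in zones 2 and 4 (0.09 and 0.04). A few abundant genes taking counts would move all other genes by 1 factor, and depth would move genes of like expression alike. For the random lists matched on expression, the central 95% of median log2 ratios reached at most 0.124, which argues against both as the cause. What stays open is a difference between animals in activity or handling before death, a position of the sections along the brain, or a difference between library preparations, which these 2 sections cannot separate. The difference may be a candidate cause of the regions that lay almost wholly in S8, since Arc, Egr2, Nr4a1 and Egr4 were among the leading genes of regions 5 and 6, but the regions differed in other genes too.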
